A study of Drosophila melanogaster with 32 samples. Its data were reported in "The small RNA landscape is stable with age and resistant to loss of dFOXO signaling in Drosophila" (2022).

How the data were processed

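Small RNAs bound to Argonaute proteins were sequenced from whole adult *Drosophila melanogaster*. Ago1 is the Argonaute of the pathway of microRNAs (miRNAs) and Ago2 that of the pathway of small interfering RNAs (siRNAs). Each was precipitated from lysates of 40 flies. RISC, the RNA-induced silencing complex, here means the precipitated Argonaute with its small RNAs. The 32 libraries came from 2 genotypes (wDah, called wild type below, and wDah carrying a deletion of the transcription factor gene foxo, called dFOXO-null), 2 sexes, 2 ages (5 d and 35 d) and 2 precipitations, with 2 replicates in each of the 16 groups. The replicates are the experiment numbers of the labels. Per the labels, the 5 d and 35 d flies that share a genotype and a replicate number were siblings, which gives 8 sibling pairs in each precipitation. The study kept males and females together until collection. The male and female pairs of a genotype and number may therefore not be independent. Tests over the 8 pairs, and exchanges of age within them, count them as independent.

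The authors trimmed adapters, selected reads by length, aligned them with up to 1 mismatch and counted them per feature. Alignment reported all valid positions, so a read can count at several features. Of the 3 deposited count tables, the first holds reads of up to 25 nt and the second reads of exactly 21 nt, both mapped to a collection of mature miRNAs, transposon sequences and spike-ins. The third holds reads mapped to the dm6 genome and counted per annotated transcript. The deposited values of these tables are counts, whole numbers of aligned reads without normalization. Beside each, the authors deposited a table in percent, in which each count was divided by the library's total without spike-ins. Recomputing the percent from the counts gave differences of at most 0.455% of a value. The tests used the counts and the abundances are percent recomputed from them.

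The up-to-25-nt table lists 209 miRNAs, 122 transposons and 1 virus, and the 21-nt table lists 156 miRNAs and 109 transposons. The dm6 table lists 2303 transcripts, of which 2299 had a match in the BDGP6 annotation. The deposited tables still hold features of low abundance, with 29, 28 and 1006 features averaging under 5 reads. No replicate pair was a copy of the other, since the lowest chi-square per degree of freedom between replicates was 5.47.

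Mapped reads per library ranged from 838988 to 5398798 for Ago1 and from 30604 to 561722 for Ago2 in the up-to-25-nt table. In the 21-nt table they ranged from 139830 to 1047474 for Ago1 and from 8536 to 80231 for Ago2. In the dm6 table they ranged from 705569 to 2323765 for Ago1 and from 497380 to 3894561 for Ago2. A count of 0 allows a share of up to 3 reads of the total, which in the shallowest 21-nt Ago2 library is 0.0351% and in the shallowest up-to-25-nt Ago1 library is 0.000358%. The reads carry no molecular identifiers, so such limits and intervals cover counting error only.

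The choices that follow were made before the data were examined unless stated otherwise. Counts were tested with edgeR 4.0.16 in R 4.3.3, with quasi-likelihood fits of 1 mean per group, all 16 libraries of a precipitation in a fit, and all 32 for Ago2 against Ago1. The library size was the total of mapped reads without spike-ins, with no further factor, as the study normalized by total mapped reads. Features averaging at least 5 reads in the libraries of the fit were tested, and p-values were adjusted by Benjamini-Hochberg over all features of the fit, with 0.05 as the threshold. Age and genotype effects were averaged over the 4 combinations of the other factors, then estimated in each combination, and the differences of the age effect between genotypes and between sexes were tested as contrasts. miRNAs were tested in Ago1 on reads of up to 25 nt and transposons in Ago2 on 21-nt reads, the tables the study used for each. Counts of calls from 2 against 2 libraries use the dispersion of the whole fit.

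Shares of mapped reads were compared with two-sided permutation tests in Python 3.11.15 and SciPy 1.17.1. The test of Ago2 against Ago1 used 100000 resamples, and the age tests in Ago2 were exact, over the 1296 arrangements of the age labels within genotype and sex. Within 1 experiment, an exact sign-flip test over 4 sibling pairs cannot give a p under 0.125. The study's own rule, a 2-fold change of the mean percent among the 20 most abundant features, was applied as well. Its lists were ranked in total small RNA, which is not among these libraries. Here the 20 features with the highest mean percent in the young wild type libraries of the same sex and precipitation were used instead, so the lists differ from the study's.

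Features named in the text were fixed beforehand as 10 miRNAs and 13 transposons selected from those the study names and the tables list, plus let-7-3p, miR-988-5p and the miR-2a-2 passenger strand for Ago2 against Ago1. To these were added, in each averaged contrast, the 3 features with the largest rise and the 3 with the largest fall among those past the threshold with the same direction in every combination. The members of any count of 5 or fewer are named too. Other names in the text were chosen after their values were seen. The transposon mdg1 was read as the row DMRTMGD1, a match made after the results were seen, and ninja had no certain match in the tables and was left out. The selection does not hold miR-263a-5p, miR-9c-5p and miR-7, which the study's running text also names. It does hold mdg1 and rover, which appear in the study's supplement and not in its running text.

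The fits were tested on simulated data with the dispersion of the real libraries. Of 40 miRNA and transposon features changed 2-fold with age in Ago1, 42.5% were recovered, and of those changed 4-fold 97.5%. For 20 features in the 21-nt Ago2 fit the recovery was 50% and 100%. In the dm6 Ago1 fit, 3.5% of 200 features changed 2-fold and 78% of those changed 4-fold were recovered. For a single combination of genotype and sex, 0% of the 4-fold changes were recovered in Ago1 and 20% in the 21-nt Ago2 fit, so a count of 0 in a single combination says little. No age effect that differed by genotype or sex was simulated, so a count of 0 there does not show equal effects.

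Whether replicate numbers pair the libraries was checked by correlating deviations from group means between groups. For young and old siblings, where the labels give the pairing, the correlations were 0.344 to 0.622 for Ago1 (up to 25 nt), 0.263 to 0.617 for Ago1 (dm6), -0.175 to 0.488 for Ago2 (21 nt) and -0.0941 to 0.489 for Ago2 (dm6). Between the genotypes they were 0.444 to 0.55 for Ago1 (up to 25 nt) and 0.226 to 0.771 for Ago1 (dm6), all over 0.1, so the numbers were read as pairing those libraries too. In Ago2 they reached down to -0.0878 (21 nt) and -0.0188 (dm6), and between Ago1 and Ago2 to 0.0418 (up to 25 nt), so the numbers were not read as pairs there. Between the sexes in Ago2 they were 0.249 to 0.58 (21 nt) and 0.20 to 0.53 (dm6). In Ago1 they were 0.0934 to 0.576 (up to 25 nt) and -0.226 to 0.498 (dm6).

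The alternatives tried were TMM and median-of-ratios scaling, the reads of the feature's own class as library size, DESeq2 1.42.0 in place of edgeR, no filter and edgeR's own filter, a replicate block, a 2-fold threshold on top of the adjusted p, the other read-length table, fits of the 4 compared libraries alone, and leaving out each library in turn. Each tested count was also compared with that of 100 arrangements of the labels drawn with a fixed seed. The scaling moved the median log2 fold change of all features by over 0.1 in several fits. TMM moved it by -0.616 for genotype and 0.202 for age in the dm6 Ago1 fit, and by -0.188 and -0.161 in the dm6 Ago2 fit. Between Ago2 and Ago1, TMM moved it by -1.80 in the up-to-25-nt fit and by -0.993 in the 21-nt fit. Median-of-ratios scaling moved it by -0.156 for age in the up-to-25-nt Ago1 fit, and by -0.458 for genotype and -0.164 for age in the dm6 Ago1 fit. Between Ago2 and Ago1 this scaling moved it by -1.50 in the up-to-25-nt fit and by -0.661 in the 21-nt fit. The reads of the class as library size moved it by 0.56 for age in the 21-nt Ago2 fit. Between Ago2 and Ago1 the median moved by 0.37 with miRNA reads in the up-to-25-nt fit. It moved by -5.25 with transposon reads in the 21-nt fit. Spike-in rows were left out of every total and test, apart from the shares of spike-in reads and the reads per spike-in read given below. No transcript of foxo is listed in the dm6 table, so the deleted gene is not analysed here. Figures were drawn with matplotlib 3.10.9.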

Results

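The data are small RNA reads from Ago1 and Ago2 precipitates of whole flies, 16 libraries of each, with 2 replicates for every combination of genotype, sex and age. The median library held 2381815 mapped reads of up to 25 nt for Ago1 and 111162 for Ago2. In the 21-nt table the medians were 327320 and 21384 reads, so abundances in the Ago2 libraries rest on fewer reads. In the dm6 table the medians were 1547161 for Ago1 and 1166481 for Ago2. Values below are percent of mapped reads as mean ± SD unless stated otherwise.

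The comparison of the 2 precipitates asks which small RNAs each Argonaute holds. Transposon reads were 38.3% ± 21 of the 21-nt reads in Ago2 libraries (n = 16) and 0.793% ± 0.591 in Ago1 libraries (n = 16). The difference was 37.5 percentage points, with the Ago2 library higher in 16 of 16 matched libraries (permutation test, p = 1e-05, the smallest that 100000 resamples can give). Within experiment 1 it was 42.6 points and within experiment 2 it was 32.4 points (exact permutation test, p = 0.000155 in each). Across the fits that each left out 1 library it ranged from 35.4 to 39.5 points. Among single transposons, 76 of 92 tested differed and 76 of these were higher in Ago2. Those not called were also higher in Ago2, with log2 ratios of 3.05 to 4.43, but with SEs of 818 to 678000. The fit could not estimate their error, so they cannot be read as transposons that did not differ. With transposon reads alone as the library size 31 differed, 9 higher and 22 lower. DMIS297, an LTR retrotransposon and the most abundant transposon in young wild type Ago2 libraries (11.1% ± 6.18, n = 4), averaged 6.68% ± 5.41 in Ago2 and 0.023% ± 0.0145 in Ago1. Its log2 ratio was 8.06 ± 0.308 (SE) with an adjusted p of 2.05e-17. ROVER and DMTNFB followed with log2 ratios of 7.54 and 7.38 (adjusted p 3.73e-16 and 1.5e-16), and all 3 were higher in 16 of 16 matched libraries.

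**Figure D1:**
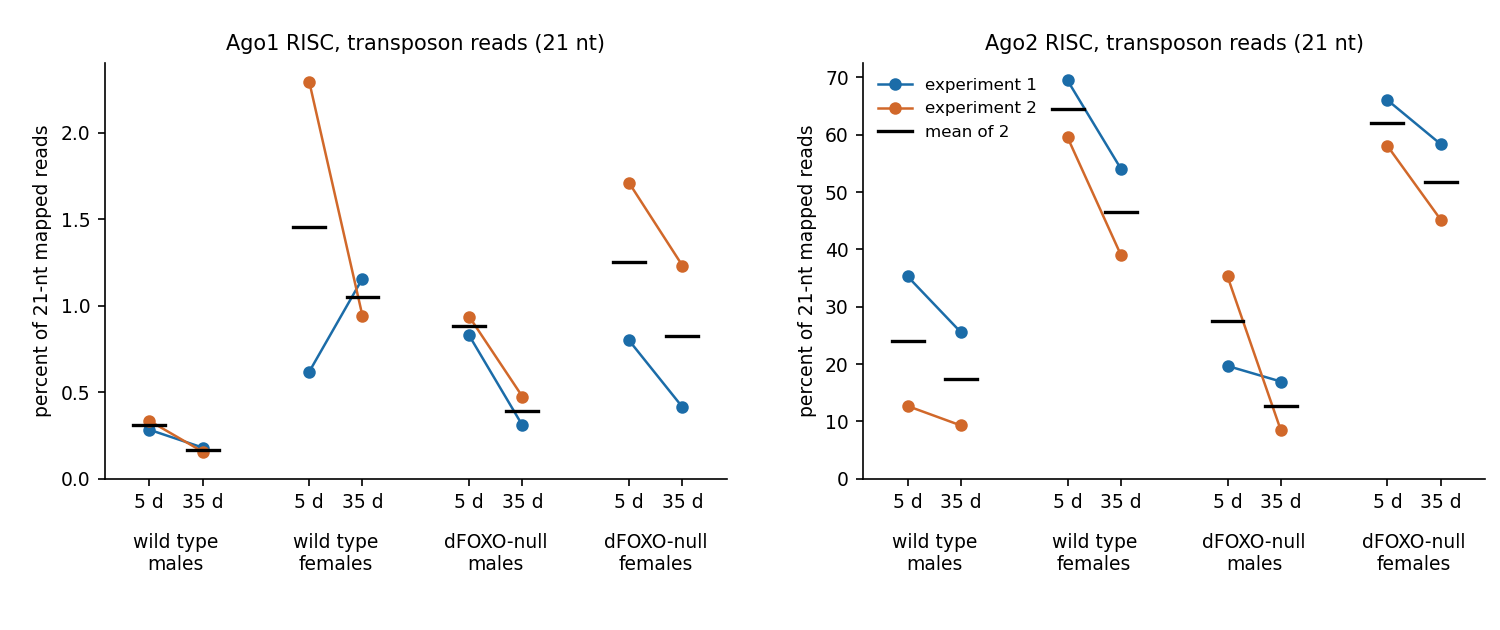
Transposon reads as percent of 21-nt mapped reads in Ago1 (left) and Ago2 libraries (right), with an axis of its own for each, by genotype, sex and age in days. Points are single libraries, lines join siblings of an experiment, and bars are means of 2. Ago2 libraries lie between 8.47% and 69.5%, Ago1 libraries between 0.157% and 2.30%.

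For miRNAs, 84 of 194 tested differed between the precipitates, 49 higher in Ago2 and 35 higher in Ago1. This split depended on the scaling, with 15 higher in Ago2 and 141 lower under TMM, 20 and 130 under median-of-ratios scaling, 22 and 123 with DESeq2, and 60 and 5 with miRNA reads as the library size. It depended on the read length too, with 91 of 145 miRNAs differing in 21-nt reads, 23 higher in Ago2 and 68 lower. The largest differences were those of star strands, the less abundant strands of a miRNA duplex. The passenger strand miR-2a-2-5p averaged 0.131% ± 0.0753 in Ago2 and 0.000305% ± 0.000192 in Ago1 (log2 ratio 8.53 ± 0.308 SE, adjusted p 7.02e-17). miR-998-5p and miR-100-3p followed with log2 ratios of 7.71 and 6.58 (adjusted p 2.48e-14 each), higher in 16 of 16 matched libraries. Both rest on few Ago1 reads, 0 to 13 and 0 to 19 per library. Among the miRNAs lower in Ago2 in every combination, miR-14-3p had a log2 ratio of -1.32 (adjusted p 0.000297). miR-2535b-3p and miR-9371-5p also passed (adjusted p 0.023 and 0.0157), but with 0 to 4 and 0 to 2 reads in Ago2 libraries the size of their difference cannot be given. With miRNA reads as the library size neither was past the threshold. The log2 ratio was 6.14 for miR-988-5p (adjusted p 2.6e-15) and 6.01 for let-7-3p (adjusted p 6.44e-15), both higher in 16 of 16 matched libraries. The other strand of the let-7 duplex, let-7-5p, did not pass the threshold (log2 ratio -0.38, adjusted p 0.0745).

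The age comparison in Ago1 asks whether the miRNAs held by Ago1 change between 5 d and 35 d. Averaged over genotype and sex, 4 of 199 miRNAs passed the threshold. With a replicate block 23 did, 15 higher and 8 lower, the alternative that moved this count most. miR-34-5p (chromosome 3R, 10100936 to 10101034, within lncRNA:CR43459) rose from 3.56% ± 0.691 to 7.03% ± 1.47 (n = 8 at each age, log2 fold change 0.98 ± 0.143 SE, adjusted p 0.00175) and was higher in the older library of 8 of 8 sibling pairs. miR-986-5p (2R, 8444982 to 8445081, within Cyp4e2) rose by a log2 fold change of 0.89 (adjusted p 0.0272) but not past the threshold under TMM or median-of-ratios scaling or in 21-nt reads. miR-193-5p (3L, 21574014 to 21574121) and miR-2c-5p (3R, 15417744 to 15417845) changed by -1.73 and -1.63 (adjusted p 0.023 and 0.0231). These 3 also moved the same way in 8 of 8 pairs. Leaving out wild type female Ago1 35 d replicate 1 left 1 call. The positions given are those of the miRNA hairpins in dm6.

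**Figure D2:**
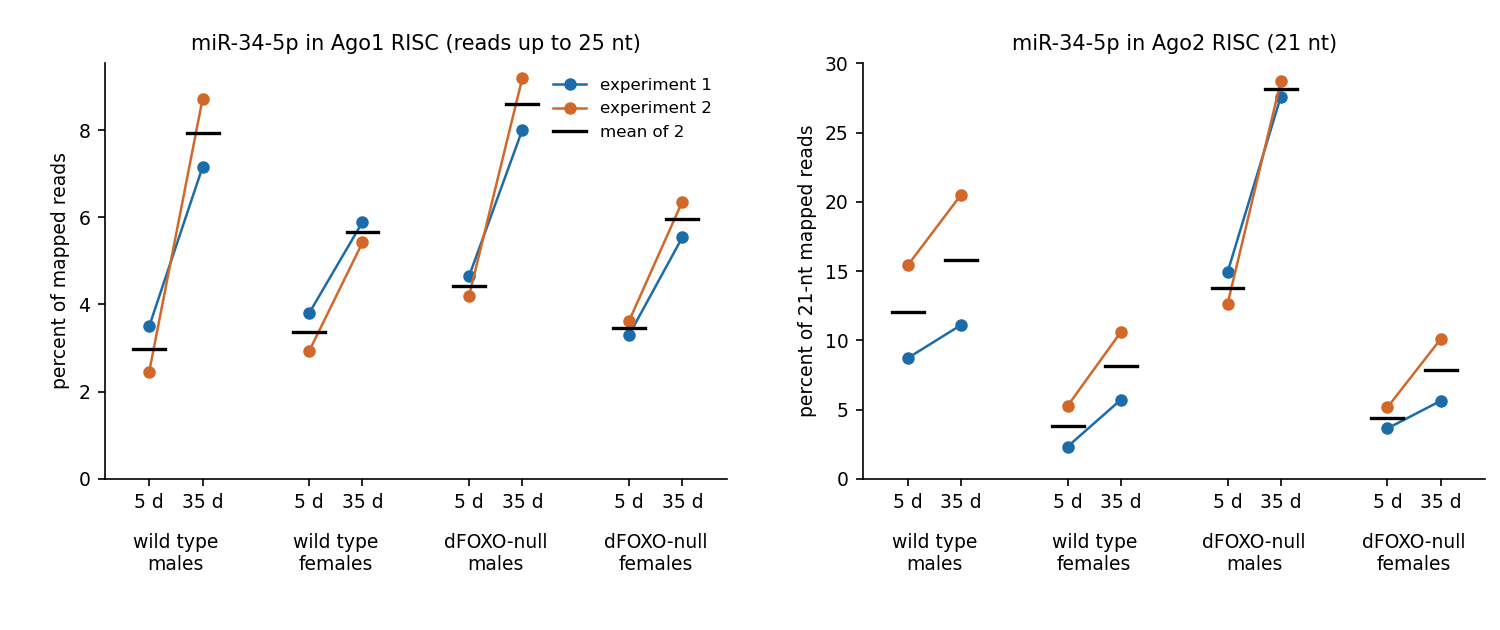
miR-34-5p as percent of mapped reads in Ago1 libraries (reads of up to 25 nt, left) and in Ago2 libraries (21-nt reads, right), by genotype, sex and age in days. Points are single libraries, lines join siblings of an experiment, and bars are means of 2. The older library is higher in 8 of 8 sibling pairs on each side.

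In single combinations of genotype and sex, 0 miRNAs passed the threshold in wild type males, wild type females, dFOXO-null males and dFOXO-null females, with 20, 18, 13 and 8 at an unadjusted p under 0.05. With a replicate block the counts were 9, 2, 1 and 0. miR-34-5p rose from 2.98% ± 0.734 to 7.93% ± 1.11 in wild type males and from 3.36% ± 0.616 to 5.66% ± 0.337 in wild type females (n = 2 each). In dFOXO-null flies it rose from 4.43% ± 0.318 to 8.60% ± 0.844 in males and from 3.46% ± 0.228 to 5.95% ± 0.581 in females (n = 2 each). No age effect differed by genotype or by sex past the threshold (0 miRNAs each, with 12 and 5 at an unadjusted p under 0.05). The recovery of such differences was not simulated.

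By the 2-fold rule among the 20 most abundant miRNAs, miR-34-5p passed in wild type males. In wild type females miR-318-3p and miR-994-5p (3R, 10408302 to 10408369 and 10408137 to 10408227, 75 bp apart) fell, with ratios of 0.277 and 0.180. miR-994-5p passed in dFOXO-null females with a ratio of 0.446, and 0 of 20 passed in dFOXO-null males. miR-14-3p did not pass, with ratios of 1.71 in wild type males and 1.57 in wild type females. Of the 10 miRNAs selected from the study, 1 passed the threshold over all features tested and 4 did when adjusted over the list alone. The additional ones were miR-1-3p (log2 fold change -0.68), miR-994-5p (-1.75) and miR-277-3p (-0.47). The list was selected from miRNAs that the study names on these samples, so the second count is not independent evidence. In 21-nt reads miR-277-3p had the opposite direction in Ago1, 1.06.

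In Ago2, the question was whether transposon siRNAs fall with age. Transposon reads were 44.5% ± 21.7 of the 21-nt reads at 5 d and 32.1% ± 19.8 at 35 d (n = 8 each). The change was -12.4 percentage points and the older library was lower in 8 of 8 sibling pairs (exact permutation test, p = 0.0216). Within experiment 1 it was -8.88 and within experiment 2 it was -15.9 points, with 4 of 4 pairs lower in each (exact sign-flip test, p = 0.125, the smallest possible). It was -6.57 points in wild type males, -17.9 in wild type females, -14.8 in dFOXO-null males and -10.3 in dFOXO-null females. The p depended on whether the sibling pairs were kept. In reads of up to 25 nt the change was -5.87 points (exact permutation test, p = 0.105), and over the pairs, 7 of 8 of them lower, the exact sign-flip p was 0.0391. On the log2 scale it was -0.59 (p = 0.0725, exact permutation test), with an exact sign-flip p of 0.00781 over the pairs, the smallest possible. Without wild type male Ago2 5 d replicate 1 it was -9.56 points (exact permutation test, p = 0.0787), and without wild type male Ago2 35 d replicate 2 it was -10.4 points (exact permutation test, p = 0.0802). With the pair of either library left out, the 7 that remain were all lower (exact sign-flip test, p = 0.0156, the smallest possible). The paired tests of these 4 settings were chosen after the results were seen. These permutation and sign-flip tests count males and females of the same siblings as independent. With the 4 sets of siblings as units, an exact sign-flip test could not give a p under 0.125. An age effect that differed between sexes or genotypes was not detected (exact permutation test, adjusted p 0.839 and 1). The 21-nt share of miR-34-5p rose from 8.51% ± 5.21 to 15.0% ± 9.34, by 6.49 points, in 8 of 8 pairs (exact permutation test, p = 0.0139), by 5.11 points in experiment 1 and 7.86 in experiment 2. It is a share of a total in which transposon reads fell. In the count test of single miRNAs given below, miR-34-5p was not past the threshold with all miRNA reads as the library size.

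Among single transposons in Ago2, 11 of 97 changed with age, 1 higher and 10 lower, while with transposon reads alone as the library size 3 passed, 2 higher and 1 lower. With a replicate block 17 passed, 1 higher and 16 lower, and in reads of up to 25 nt 0 did, with 10 at an unadjusted p under 0.05. Leaving out dFOXO-null male Ago2 5 d replicate 2 left 3. The largest falls were those of McCLINTOCK (log2 fold change -1.75, adjusted p 0.017, 7 of 8 pairs lower), ROVER (-1.71, adjusted p 0.00551, 8 of 8 pairs) and DM412 (-1.65, adjusted p 0.00711, 8 of 8 pairs). ROVER went from 1.70% ± 1.69 to 0.649% ± 0.706. DMU89994 rose (1.10, adjusted p 0.0326, 8 of 8 pairs), from 0.152% ± 0.0987 to 0.298% ± 0.194. McCLINTOCK, ROVER and DM412 were past the threshold neither with transposon reads as the library size nor in reads of up to 25 nt, and DMU89994 was not past it in the latter. DMRTMGD1, BLOOD, STALKER, STALKER2 and STALKER4, like ROVER on the list selected from the study, were among the 10. DMRTMGD1 went from 7.76% ± 6.02 to 4.02% ± 3.44 (-1.08, adjusted p 0.017, 8 of 8 pairs lower), and was past the threshold neither with transposon reads as the library size nor in reads of up to 25 nt. In these counts STALKER and STALKER4 are near copies, with ratios to each other of 0.917 to 1.11. Of the 13 transposons on that list 6 passed, and 6 when adjusted over the list alone, which is not independent evidence. DMCOPIA and DMW1DOC did not pass (0.30 and -0.37, adjusted p 0.734 and 0.561).

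In single combinations, 0 transposons passed in wild type males, wild type females, dFOXO-null males and dFOXO-null females, with 11, 6, 29 and 1 at an unadjusted p under 0.05. No age effect differed by genotype or by sex past the threshold (0 each, with 1 and 20 at an unadjusted p under 0.05). Since the recovery of such differences was not simulated, an age effect that differs by sex stays open. By the 2-fold rule among the 20 most abundant transposons, 6 fell and 0 rose in wild type males, 7 fell and 0 rose in wild type females, 15 fell and 0 rose in dFOXO-null males, and ROVER fell and DMBARI1 rose in dFOXO-null females. As a percent of transposon reads, 2 instead of 6 passed in wild type males and 0 instead of 15 in dFOXO-null males. A read can count at several transposons, so the 15 need not be separate changes. Among the 15, TABOR, DV26847, DNTOMRETA and DMTRDNA had log2 ratios of Ago2 to Ago1 of 4.99 to 5.02. Those of Beagle and Beagle2 were 4.80 each. Whether these rows share reads was not tested.

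The genotype comparison asks how the small RNAs held by each Argonaute differ between dFOXO-null and wild type flies. Total small RNA is not among these libraries, so loading cannot be told apart from abundance. In Ago1, 2 of 199 miRNAs differed when averaged over age and sex, and 18 with a replicate block, 14 higher and 4 lower in dFOXO-null flies. miR-9370-5p (X, 11710252 to 11710301, in an exon of Amun) had 20 to 53 reads in the 8 wild type libraries and 0 in the 8 dFOXO-null libraries, at least 12-fold lower (adjusted p 5.93e-06). Whether a sequence difference between the strains removes these reads was not tested. miR-967-5p (2L, 12460004 to 12460100, within bun) was higher, with 5 to 28 against 1 to 9 reads (log2 fold change 1.54 ± 0.322 SE, adjusted p 0.037, 8 of 8 matched libraries), but not past the threshold under TMM or median-of-ratios scaling, without a filter or in 21-nt reads. miR-9370-5p was also the single call in 5 d males, 5 d females, 35 d males and 35 d females, where the block gave 4, 2, 1 and 3. Leaving out dFOXO-null female Ago1 35 d replicate 2 raised the averaged count to 7. Of the 10 listed miRNAs 0 passed over all features and 2 when adjusted over the list alone, miR-184-3p (0.50) and miR-277-3p (-0.54), which is not independent evidence. By the 2-fold rule 0 of 20 passed in both sexes at 5 d and in males at 35 d, and miR-994-5p passed upward in females at 35 d with a ratio just above 2.

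In Ago2, 2 of 97 transposons differed by genotype. DMIS297 averaged 10.4% ± 5.14 in wild type and 2.96% ± 2.18 in dFOXO-null libraries (n = 8 each, log2 fold change -1.99 ± 0.328 SE, adjusted p 0.000237) and was lower in 8 of 8 matched libraries. DM_ROO averaged 1.73% ± 0.752 and 5.05% ± 2.44 (1.47 ± 0.293 SE, adjusted p 0.00246) and was higher in 8 of 8, though in reads of up to 25 nt it was not past the threshold. The study traced most genotype differences in Ago2 to total siRNA abundance, with these 2 transposons as examples. It proposes that the strains may differ in their active transposons. Without wild type male Ago2 35 d replicate 1, 5 transposons passed. In 5 d males, 5 d females, 35 d males and 35 d females 0 passed, with 8, 6, 6 and 7 at an unadjusted p under 0.05. Of the 13 listed transposons 2 passed over all features and 3 when adjusted over the list alone, the other being STALKER2 (1.27). By the 2-fold rule 13 of the 20 most abundant passed in 5 d males, 10 up and 3 down, and 7 in 5 d females, 3 up and 4 down. At 35 d DMIS297 fell and DM_ROO rose in males, and 5 rose and 1 fell in females. As a percent of transposon reads, 4 instead of 13 passed in 5 d males. The 13 include TABOR, DV26847, DNTOMRETA, DMTRDNA, Beagle and Beagle2, which may share reads.

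**Figure D3:**
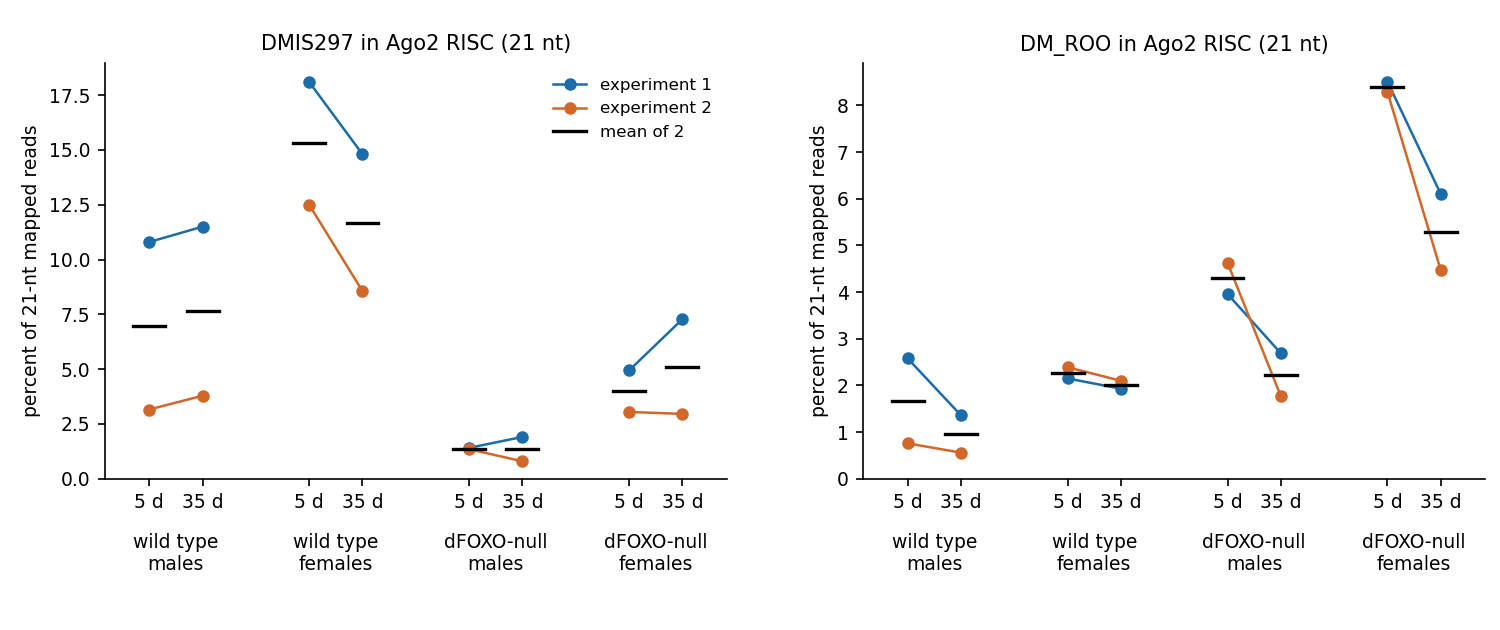
DMIS297 (left) and DM_ROO (right) as percent of 21-nt mapped reads in Ago2 libraries, by genotype, sex and age in days. Points are single libraries, lines join siblings of an experiment, and bars are means of 2. Wild type libraries average 10.4% for DMIS297 and 1.73% for DM_ROO, dFOXO-null libraries 2.96% and 5.05%.

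Reads mapped to dm6 transcripts were compared in the same way. In Ago1, 3 of 1212 transcripts changed with age, and 11 with a replicate block. mir-955 (3L, 3299055 to 3299151) had 5 to 28 reads at 5 d and 0 to 1 at 35 d, at least 4.07-fold lower (adjusted p 0.00366). snoRNA:Me18S-G1358a and snoRNA:Me18S-G1358b, both within drn on 3R, rose by log2 fold changes of 2.17 and 2.09 (adjusted p 0.0439 each), and neither passed under median-of-ratios scaling or without a filter. In Ago2, 10 of 1366 changed with age, 9 higher and 1 lower, while TMM gave 10 higher and 31 lower and median-of-ratios scaling 14 and 31. With a replicate block 58 passed, 28 higher and 30 lower. The largest rises were those of Arc1 (2R, 14357927 to 14360297; log2 fold change 2.23, adjusted p 0.00838), the neighbouring pseudogene CR10102 (2R, 14360433 to 14361780; 2.13, adjusted p 0.0155) and snoRNA:Me18S-G1358a (2.10, adjusted p 0.0155), each higher in 8 of 8 sibling pairs. Jon25Bi (2L, 4954279 to 4955144) had 2 to 61 reads at 5 d and 0 to 3 at 35 d, at least 2.23-fold lower (adjusted p 0.019). Without dFOXO-null female Ago2 5 d replicate 2 the count was 0, and without wild type female Ago2 5 d replicate 2 it was 48.

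For genotype, 3 of 1212 transcripts differed in Ago1, and 7 with a replicate block. The snoRNA FBtr0091798 (3L, 5763345 to 5763422, within CG10576) had 12 to 236 reads in wild type and 0 in the 8 dFOXO-null libraries, at least 43.8-fold lower (adjusted p 0.000666). sncRNA:CR43603, 1439 bp further along the same host (3L, 5764861 to 5765046), was higher (log2 fold change 2.35 ± 0.428 SE, adjusted p 0.0357), but not past the threshold under TMM or median-of-ratios scaling. Mal-A1 (2R, 8449664 to 8451904) changed by -2.54 (adjusted p 0.0357) and was not past the threshold under median-of-ratios scaling. In Ago2, 20 of 1366 differed, 2 higher and 18 lower, against 1 higher and 56 lower under TMM and 1 and 30 under median-of-ratios scaling. As many calls came from 5 of 100 arrangements of the genotype labels, so in this form, which can mix the experiments, the count was not set apart from other arrangements. Exchanging genotype between libraries of the same number gave as many in 3 of 100, but in Ago2 the numbers were not read as pairs. The same 3 transcripts were among the 20 calls, with the snoRNA FBtr0091798 at least 44.1-fold lower (adjusted p 4.32e-05), Mal-A1 at -3.37 (adjusted p 0.00148) and sncRNA:CR43603 at 2.06 (adjusted p 0.00993). The second rise was that of 28SrRNA-Psi:CR45859 (X, 23214452 to 23217140; 0.56, adjusted p 0.0292), which was not past the threshold under TMM, under median-of-ratios scaling or with DESeq2. Nepl11 (3R, 4292274 to 4294840) changed by -2.36 (adjusted p 0.0202, 7 of 8 matched libraries lower). Among the dm6 transcripts tested over both precipitates, 258 of 1297 were identical in every library to another, so some calls count the same reads.

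**Figure D4:**
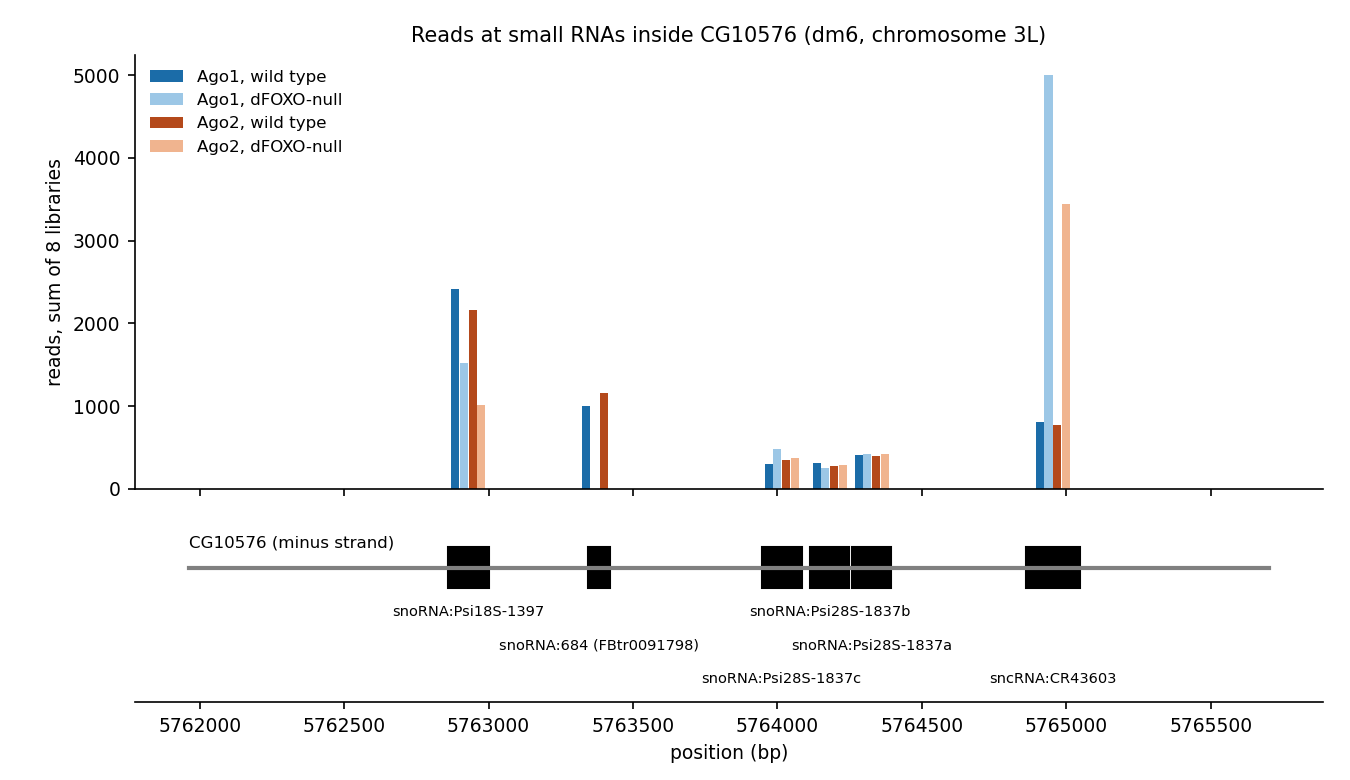
Reads at the small RNAs within CG10576 (dm6, chromosome 3L, position in bp), summed over the 8 libraries of each genotype and precipitation, not scaled for depth, above a map of the gene (grey line) and its small RNAs (black boxes). The snoRNA FBtr0091798 has 1003 and 1154 reads in wild type Ago1 and Ago2 and 0 and 1 in dFOXO-null, and sncRNA:CR43603 has 4998 dFOXO-null reads in Ago1 against 809 in wild type.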

Values the study reported

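The study reported that siRNAs against 9 transposons fell in the Ago2 RISC of old males and against 8 in that of old females. It counted these among the transposon siRNAs whose overall abundance was lower with age. In older dFOXO-null females it reported 4 miRNAs with higher and 1 with lower abundance in the Ago1 RISC.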

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

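The tests of Cricket paralysis virus reads, of spike-in reads and of miRNAs in Ago2 were chosen after these reads were seen.

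The row of Cricket paralysis virus was in the up-to-25-nt fits, but no result above is on it. Its reads reached 70 in dFOXO-null female Ago2 5 d replicate 2, of 301577 mapped reads (0.0232%, Wilson 95% interval 0.0184 to 0.0293%). The highest share of a library was 0.121%. The labels name no infection and no uninfected control, so the level was set against the limit of a count of 0. Wild type male Ago2 35 d libraries had 0 virus reads of 96510 and of 242434. Female Ago2 libraries had 31 to 70 reads in dFOXO-null and 7 to 21 in wild type flies, and male ones 1 to 6 and 0 to 1. In Ago1 the ranges were 7 to 26 and 3 to 20 in females, and 1 to 6 and 0 to 2 in males. The share in Ago2 was 0.0426 points higher in females than in males (exact permutation test, p = 0.00154, the smallest possible). A difference in depth is argued against, since a share allows for depth, and the female libraries, with the higher share, were the shallower ones (median 62256 mapped reads against 171034). Between dFOXO-null and wild type females in Ago2 the share differed by 0.0458 points (exact permutation test, p = 0.171). The reads differed by 32.8 (exact permutation test, p = 0.0286, the smallest possible), with medians of 106245 and 62256 mapped reads. In experiment 1 the dFOXO-null shares at 5 d and 35 d were 0.121% and 0.101%, against 0.0228% and 0.0287% in wild type. In experiment 2 they were 0.0232% and 0.0237%, against 0.0237% and 0.0111%. The share difference thus lay mostly in experiment 1, so depth, genotype and experiment cannot be told apart there with 4 libraries of each. An infection, a sex difference in virus load, carry-over between libraries and reads shared with other sequences were not tested and stay open. The 21-nt table lists no virus, so the length of these reads is unknown beyond the limit of 25 nt.

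Spike-in reads reached 6.77% of mapped reads, here with the spike-in reads counted in the total. They averaged 1.82% ± 1.62 in Ago2 and 0.0808% ± 0.0658 in Ago1 libraries and were higher in Ago2 in 16 of 16 matched libraries (exact sign-flip test, p = 3.05e-05, the smallest possible). Less miRNA and transposon RNA in the Ago2 libraries would give this, and the medians go with it, with 21.4 times as many mapped reads in Ago1 as in Ago2 and a ratio of 0.971 for spike-in reads. How much spike-in went into each sample is not stated in the labels, so this is a candidate explanation and not a measure of RNA. Of the spike-in reads, 55.3% lay in rows named for 26 or 30 although the table holds reads of up to 25 nt, so what these rows count is uncertain. No biological explanation was tested.

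Apart from the share of miR-34-5p, miRNAs in Ago2 were not compared between ages above. The outcome of that comparison depends on the read length. In 21-nt reads 7 of 98 miRNAs passed the threshold of edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 5 higher and 2 lower at 35 d. The higher ones were miR-277-3p (log2 fold change 1.48, adjusted p 0.00551), miR-125-5p (1.38), miR-317-5p (1.19), miR-305-3p (1.04) and miR-34-5p (0.84, adjusted p 0.0493), and the lower ones miR-318-3p (-1.58) and miR-193-5p (-2.72). In reads of up to 25 nt 0 of 138 passed, with 25 at an unadjusted p under 0.05 and a smallest adjusted p of 0.0693. As many calls came from 1 of 100 exchanges of age within sibling pairs, the real one included. Exchanging experiment for age gave 8, more than the real one, and with a replicate block the age count was 15, with the 7 among them. Fewer transposon reads in the shared total may account for part of it, since with all miRNA reads as library size 4 passed and 3 of the 7 were among them (miR-193-5p, miR-277-3p and miR-318-3p). For those 3 an effect of age stays open, as does a difference in the precipitation between ages.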

How the results depend on the processing

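The fits with the numbers of the young dFOXO-null males exchanged, and the paired tests of shares in other measures or with a pair left out, were chosen after the data were seen, and the other alternatives were fixed before. Outside the fits that left out libraries, 622 values were compared for 80 results on single features, of which 548 kept call and direction, 36 lost the call, 21 gained it and 17 reversed direction. For 49 counts and shares, 247 of 328 values stayed within 1.5-fold or kept their call, 14 were lower or lost the call, 57 were higher and 10 counts by the 2-fold rule moved either way. The cause of a shift was not tested unless stated. The age effects differing by genotype or by sex gave 0 calls in miRNAs and in transposons under each alternative run, so that result cannot move downward.

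Under TMM the genotype count was 1 for miRNAs in Ago1 (2 in the fit reported above), 5 for dm6 transcripts in Ago1 (3) and 57 for those in Ago2 (20). The age count in dm6 Ago2 was 41 (10), and 156 miRNAs differed between the precipitates (84). Median-of-ratios scaling gave 1 miRNA by genotype in Ago1, 2 transposons by genotype in 35 d females (0), 1 dm6 transcript with age and 1 by genotype in Ago1 (3 each), 45 and 31 in Ago2, and 150 miRNAs between the precipitates. The miRNAs higher in Ago2 went from 49 to 15 under TMM, so which way most miRNAs differ between the precipitates depends on the scaling, as it does on the read length. With the reads of the class as library size, 3 transposons changed with age (11) and 4 differed by genotype (2) in Ago2, and 31 differed between the precipitates (76). Of the 3, 2 were among the 11.

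DESeq2 in place of edgeR gave more calls in each averaged contrast of age and of genotype. For miRNAs in Ago1 it called 7 with age (4), 2 in wild type males and 1 in wild type females (0 each), and 9 by genotype (2), with 2 in 5 d males, 2 in 35 d males and 3 in 35 d females (1 each). For transposons in Ago2 it called 7 with age in wild type females (0) and 9 by genotype (2), with 1 in 5 d males, 1 in 5 d females, 1 in 35 d males and 4 in 35 d females (0 each). For dm6 transcripts it called 29 with age and 17 by genotype in Ago1, 42 and 61 in Ago2, and 145 miRNAs differed between the precipitates. In the averaged contrasts the calls of the reported fits were all among those of DESeq2 for miRNAs and transposons, and 19 of the 20 were for dm6 genotype in Ago2.

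With edgeR's own filter 4 miRNAs differed by genotype in Ago1 and 2 did in 35 d females, and with no filter 1 dm6 transcript changed with age in Ago1. A 2-fold threshold on top of the adjusted p left 2 miRNAs with age in Ago1 and 50 between the precipitates. In 21-nt reads 14 miRNAs changed with age in Ago1, 3 of them among the 4, and 1 differed by genotype. In reads of up to 25 nt, 0 transposons changed with age in Ago2, with 10 at an unadjusted p under 0.05, and 1 differed by genotype. The share of transposon reads in Ago2 changed by -5.87 points in that table (exact permutation test, p = 0.105). On the log2 scale the change in 21-nt reads was -0.587 (exact permutation test, p = 0.0725), against -12.4 points as a percent.

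A replicate block was fitted for each contrast. In the age fits it held 1 term per genotype, shared by both sexes, and in the other fits 1 term for all libraries. It thus assumes that the sexes share the difference between experiments. In Ago1 the correlations between the sexes reached down to 0.0934 (up to 25 nt) and -0.226 (dm6), so this may not hold there. For siblings, and for the genotypes in Ago1, the numbers were read as pairs. There the block gave 23 miRNAs with age in Ago1, with 9 in wild type males, 2 in wild type females and 1 in dFOXO-null males, and 18 by genotype, with 4 in 5 d males, 2 in 5 d females and 3 in 35 d females. It gave 17 transposons with age in Ago2, 11 and 7 dm6 transcripts with age and by genotype in Ago1, and 58 with age in Ago2. The calls of the reported fits were among the blocked calls in each averaged contrast. For the genotypes in Ago2 the numbers were not read as pairs, since the correlations between them reached down to -0.0878. The block gave 4 transposons by genotype there, with 1 in 5 d males, 2 in 5 d females and 1 in 35 d males, and 90 dm6 transcripts. For the share of transposon reads the sibling pairs gave -12.4 points (exact sign-flip test, p = 0.00781, the smallest possible). The same p came on the log2 scale, and 0.0391 in reads of up to 25 nt, so the 2 calls lost without the pairs were kept with them. With any 1 pair left out the change was -13.8 to -10.3 points (exact sign-flip test, p = 0.0156, the smallest possible with 7 pairs). All these sign-flip p-values count the male and female pairs of the same siblings as independent and may be too small. Among single features the block took away no call, added 6 and reversed 1 direction. The deviations of young and old dFOXO-null males in Ago2 had a correlation of -0.175, and with the numbers of the young ones exchanged the replicate block gave 17 transposons averaged over the combinations and 3 in dFOXO-null males.

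With only the 4 libraries of a comparison in the fit, 2 miRNAs changed with age in wild type females and 2 differed by genotype in 35 d females in Ago1. In Ago2, 5 transposons changed with age in wild type females and 1 in dFOXO-null males, and by genotype 1 passed in 5 d males, 4 in 5 d females, 1 in 35 d males and 4 in 35 d females. In a comparison of 2 against 2 libraries, leaving out 1 leaves an arm with a single library, so this was done for averaged contrasts alone.

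Leaving out 1 library moved several counts. miRNAs with age in Ago1 ranged from 1 (without wild type female Ago1 35 d replicate 1, among others) to 4, and by genotype from 1 (lowest in several fits) to 7 without dFOXO-null female Ago1 35 d replicate 2. Transposons with age in Ago2 ranged from 3 without dFOXO-null male Ago2 5 d replicate 2 to 16 without wild type male Ago2 35 d replicate 1, and by genotype from 2 to 5 without the latter library. dm6 transcripts with age in Ago1 ranged from 0 without dFOXO-null male Ago1 5 d replicate 2 to 9 without wild type female Ago1 5 d replicate 2, and by genotype from 1 to 2, so no fit with a library left out reached the 3 of the full one. In Ago2 they ranged from 0 without dFOXO-null female Ago2 5 d replicate 2 to 48 without wild type female Ago2 5 d replicate 2 for age, and from 15 to 32 without wild type female Ago2 5 d replicate 1 for genotype. The share of transposon reads changed by -15.2 without wild type male Ago2 5 d replicate 2 and by -9.56 points without replicate 1 of that group. The counts between the precipitates stayed within 1.5-fold, from 63 to 76 transposons and from 68 to 87 miRNAs, and the share of miR-34-5p in Ago2 rose by 5.31 to 7.66 points. Of 1452 values for single features, 1253 kept call and direction, 145 lost the call, 10 gained it and 44 reversed. Of 16 fits, miR-986-5p lost its call in 11, miR-193-5p in 4, miR-2c-5p in 7, miR-967-5p in 13, and in Ago1 sncRNA:CR43603 in 13 and Mal-A1 in 14.

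The counts by the 2-fold rule rest on means of 2. With the list taken from all libraries of the sex and precipitation, the number of miRNAs past 2-fold in Ago1 was 1 with age in dFOXO-null males (0), 1 by genotype in 5 d males (0), 1 with age in wild type females (2), 0 with age in dFOXO-null females (1) and 1 by genotype in 5 d females (0), and 3 transposons passed with age in wild type males in Ago2 (6). As percent of class reads, 0 miRNAs passed by genotype in 35 d females (1), and for transposons in Ago2 2 passed with age in wild type males, 0 with age in dFOXO-null males (15) and 4 by genotype in 5 d males (13). With a single replicate of each group, the miRNA counts with age were 2 for either replicate in wild type males (1), 1 to 2 in dFOXO-null males (0), 1 to 2 in wild type females (2) and 1 to 3 in dFOXO-null females (1). By genotype they were 1 for either replicate in 5 d males and in 5 d females (0 each), 0 to 1 in 35 d males (0) and 1 to 4 in 35 d females (1). The transposon counts with age were 3 to 7 in wild type males (6) and 3 to 18 in dFOXO-null males (15), and by genotype 7 to 20 in 5 d males (13) and 4 to 9 in 5 d females (7).

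Directions reversed for some features, none of them past the threshold in the contrast concerned in the fits reported above. miR-9a-5p with age in Ago1 (0.013) was -0.055 under TMM, -0.15 under median-of-ratios scaling and with DESeq2, and -0.45 in 21-nt reads. miR-14-3p by genotype in Ago1 (0.029) was -0.011 under TMM, -0.059 under median-of-ratios scaling and with DESeq2, and -0.18 in 21-nt reads. In 21-nt reads the age effects in Ago1 were 1.06 for miR-277-3p (-0.47), -0.34 for miR-184-3p (0.22) and -0.35 for miR-956-3p (0.38). In Ago2, DMIS297 with age (0.020) was -0.047 with the replicate block and -0.048 with the exchanged numbers. With transposon reads as the library size DMW1DOC with age was 0.24 (-0.37) and TARTC 0.24 (-0.29), and in reads of up to 25 nt TARTC was 0.059 with age and 0.26 by genotype (-0.12).

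Leaving out 1 library gave ranges on both sides of 0 for these log2 fold changes. With age they were -0.12 to 0.72 for miR-14-3p and -0.13 to 0.24 for miR-9a-5p in Ago1, and in Ago2 -0.027 to 0.53 for DMCOPIA, -1.62 to 0.082 for TARTC and -0.23 to 0.30 for DMIS297. By genotype they were -0.31 to 0.47 for miR-14-3p, -1.03 to 0.029 for miR-318-3p, -0.78 to 0.80 for miR-994-5p and -0.28 to 0.13 for miR-956-3p in Ago1, and -0.65 to 0.046 for ROVER and -1.44 to 0.51 for TARTC in Ago2.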

Other observations

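The tests in this part were chosen after the results were seen, apart from the counts of other arrangements of the labels. The arrangements of genotype that keep libraries of the same number apart were added after the planned counts were known.

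Each count of calls was compared with 100 arrangements of the labels of the same libraries, the real one included. Exchanging age within sibling pairs gave as many calls in 1 for miRNAs in Ago1, 1 for transposons in Ago2, 1 for dm6 transcripts in Ago1 and 3 for dm6 transcripts in Ago2. Reassigning the precipitate gave as many in 1 for transposons and 1 for miRNAs. Reassigning genotype within sex and age, as planned, gave as many in 8 for miRNAs in Ago1, 4 for transposons in Ago2, 5 for dm6 transcripts in Ago1 and 5 for dm6 transcripts in Ago2. In Ago1, where the numbers were read as pairs, exchanging genotype within pairs gave 1 for miRNAs and 1 for dm6 transcripts. Other reassignments can put libraries of an experiment together, and reached 34 miRNAs and 52 dm6 transcripts, against 0 and 0 when the pairs were kept apart. So the Ago1 genotype counts stand apart under the paired form and not under the planned one. In Ago2, where the numbers were not read as pairs, exchanging genotype between libraries of the same number gave 2 for transposons and 3 for dm6 transcripts. The transposon count in Ago2 sits at the edge, with 4 in a second draw and a share above 5% in an earlier draw that is not kept in the tables. The dm6 genotype count in Ago2 did not stand apart in the planned form, with up to 204 calls in another arrangement, and lay under 5% in the other form, with up to 112. Libraries of the same number did deviate together between the sexes in Ago2, with correlations of 0.249 to 0.58 in 21-nt reads and 0.20 to 0.53 in dm6 reads, so an experiment effect is present there. Between the genotypes in Ago2 only 3 of 4 and 2 of 4 correlations were over 0.1, which is why the planned form was kept. For the age effects differing by genotype or by sex there were 0 calls, which any arrangement reaches, so no count was made.

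Experiment 1 against experiment 2 gave more calls than most of these comparisons. In the fits for age it gave 59 miRNAs and 182 dm6 transcripts in Ago1 and 2 transposons and 283 dm6 transcripts in Ago2, and in those for genotype 61, 168, 5 and 305. In the fits over both precipitates it gave 0 transposons and 49 miRNAs. It was smaller than the real comparison for transposons with age and between the precipitates. With a replicate block the age counts were 23 miRNAs and 11 dm6 transcripts in Ago1 and 58 dm6 transcripts in Ago2, and the genotype counts were 18 miRNAs and 7 dm6 transcripts in Ago1 and 4 transposons and 90 dm6 transcripts in Ago2. Each experiment holds every group in equal number, so a difference between experiments adds spread to these comparisons and no direction.

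The share of transposon reads in Ago2 fell with age while that of miR-34-5p rose, and shares of a total move against each other. The rise of miR-34-5p alone is argued against, since among the reads without it the transposon share went from 47.6% ± 21.4 to 36.1% ± 19.9, by -11.5 points (exact permutation test, p = 0.0355, 7 of 8 pairs lower). More Ago1-bound miRNA carried into the older Ago2 libraries stays open. The log2 ratio of miRNAs higher in Ago1 to those higher in Ago2 changed by -0.091 (exact permutation test, p = 0.818), but with an SD of 1.21 and 1.02 at the 2 ages. Per spike-in read, miRNA reads changed by 0.30 on the log2 scale (exact sign-flip test, p = 0.531) and transposon reads by -0.62 (exact sign-flip test, p = 0.117, 6 of 8 pairs lower). In experiment 1 the miRNA change was -0.45 and in experiment 2 it was 1.04, while the transposon change was -1.04 and -0.21, lower in 3 of 4 pairs in each. Neither passed a threshold over the 8 pairs, so whether more miRNA or fewer transposon reads moved the share cannot be told apart. A lower amount of transposon siRNA at 35 d stays open beside these.

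The snoRNA FBtr0091798 had no read in Ago1 and 1 read in Ago2 over all dFOXO-null libraries. Loss of the host transcript of CG10576 is argued against, since the other 4 snoRNAs in this gene had a median log2 fold change of -0.60 over both precipitates (-1.17 to 0.20), with 0 past the threshold (smallest adjusted p 0.4, edgeR). A sequence variant or deletion between the strains at this place could remove the reads as well as an effect of dFOXO, and the median of -0.60 says nothing on it. It was not tested, since the reads themselves are not in these tables.

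Of the 18 dm6 transcripts lower in dFOXO-null Ago2 libraries, 6 have an annotated insertion of the DMIS297 element in an exon (Snoo, luna, udd, CG7231, CG12547 and Syt1), which are all 6 such features tested (Fisher's exact test, p = 2.08e-12). Their log2 fold changes were -2.26 to -1.97, and that of DMIS297 was -1.99. Small RNAs of DMIS297 counted at insertions in genes may explain these 6, since the SD of their log2 ratio to DMIS297 reads across the 16 libraries was 0.069 to 0.319, against 0.759 to 3.15 for the other 14 calls (exact permutation test, p = 2.58e-05). They would then be the same signal as the transposon, not 6 genes. Both tests count the 6 as independent, so under this reading neither p-value can be taken at its size. Of the others 3 overlap an insertion of pogo (Kmn1, CG11000 and CG6966), and DMPOGOR11 itself changed by -1.42 (adjusted p 0.0573, edgeR). The 9 that remain overlap no annotated insertion of these 2 elements in an exon. They include the snoRNA FBtr0091798 discussed above, and for the other 8 no further explanation was tested. Strain differences in insertions outside the annotation stay open.

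miR-276a-5p and miR-276b-5p had identical counts in every library, so they are 1 measurement and not 2.

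In 35 d dFOXO-null females, by the 2-fold rule, 1 of the 20 most abundant miRNAs was higher and 0 were lower in Ago1. Both are lower than the values quoted from the study above. The list and the threshold both bear on this, since miR-184-3p and miR-278-3p were at a ratio of 1.98 each, miR-277-3p was at 0.542, and miR-9a-5p, at 0.483, was not among the 20 here.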
